A study of Schmidtea mediterranea with 6 samples. Its data were reported in "Regeneration in starved planarians depends on TRiC/CCT subunits modulating the unfolded protein response" (2021).

How the data were processed

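RNA-seq was performed on regenerating trunks of the planarian Schmidtea mediterranea, a flatworm that rebuilds missing body parts from adult stem cells. Animals had received double-stranded RNA against cct3A, or against gfp, a sequence that planarians lack, as the control. The study describes the animals of this RNA-seq, controls included, as starved, which the sample titles do not state. Nothing here compares starved with fed animals. Trunks were collected at 72 hours of regeneration (72hR), and each library was made from 5 pooled trunks. There were 3 libraries for cct3A(RNAi) and 3 for gfp(RNAi). Groups and replicate numbers were taken from the sample titles. The labels call the libraries separate replicates but name no culture or colony, so p-values measure the spread between these pools of trunks.

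The authors pseudo-aligned the reads to the Dresden planarian transcriptome with kallisto (version 0.43.0 per the submitters' processing notes), after selecting reads that map to it, and normalised and tested the estimates with sleuth. The deposited values are a normalised signal, TPM (transcript abundance relative to the whole library) that the authors divided by a size factor per library, with no filter on low values. They are corrected for transcript length, are not read counts and keep no sequencing depth, so no count model was fitted and no counting interval was computed. The test had been planned for plain TPM. The values turned out to be rescaled TPM, and the same test on a log scale was used. The precision of each value was judged only from the 3 libraries of each group. The table lists 26558 transcripts, and it held 0 columns of per-sample values that were not assigned to a library. No pair of libraries was identical (0 identical pairs).

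Values were transformed to log2(value + 0.5), so fold changes of low transcripts are understated. The 18062 transcripts with a mean of at least 1 TPM over the 6 libraries were tested with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. All 6 libraries entered the fit, with the RNAi target as the single factor. Fold changes are cct3A(RNAi) over gfp(RNAi). Among the tested transcripts, 2 had the same values in every library, as sequences whose reads cannot be told apart would give.

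Lists of transcripts were tested with camera, which compares a list with the other transcripts, at a preset inter-gene correlation of 0.01 and adjusted over 15 lists. The tests were repeated with an estimated correlation and with fry, which asks whether the members of a list move one way on balance and makes no comparison with other transcripts. Calls for single members were adjusted over all tested transcripts and, separately, over the list alone. The lists, their members and the rule for named genes were fixed before the data were examined. Names and identifiers come from the gene tables of the study, since the deposited table pairs no identifiers with names. The lists of endoplasmic reticulum (ER) and cytosolic chaperones came from other libraries of the study, made from sorted stem cells during starvation, and the terms for mitotic S phase, glycolysis, ER stress, redox homeostasis and transcription elongation hold members that responded to starvation in those libraries. The folding transcripts listed as raised, the ER chaperones picked by the study, most of the tubulin and actin list, and xbp1, atf6 and bip-1 in the list of the unfolded protein response (UPR) were chosen by the study on the libraries analysed here. Named genes were cct3A, all other subunits of the TRiC complex, all transcripts of the UPR list, up to 4 named members of each other list with the smallest p, cdk1, and the 2 unlisted transcripts that rose and the 2 that fell most among those called with no overlap between groups. Markers of stem cells, epidermis, neurons, muscle and gut had also been fixed, but no table used here pairs their names with the identifiers, so changes in cell composition were not analysed here. No genome was used, and no coordinates are given.

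For each list, the mean was also set against transcripts of like abundance, the 100 nearest in mean level to each member outside all lists and other than cct3A, and placed among 10000 random lists drawn from them. This comparison was chosen after the values had been seen, and its percentiles describe these libraries.

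The mean of the ER list minus the mean of the cytosolic list in each library was compared between groups with an exact two-sided permutation test, whose smallest possible p with 3 libraries against 3 is 0.10. Alternatives were pseudocounts of 0.1 and 1, no filter, a filter at 5 TPM, all libraries rescaled to the same sum, median-of-ratios scaling, quantile normalisation, eBayes without a trend or with robust estimation, the replicate number as a block, and each library left out in turn with the filter applied to those that remained.

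The calls were tested on simulated data for the 18062 transcripts of this comparison, in 20 simulations with 200 changed transcripts each. The share recovered was 22.4% at a log2 change of 0.25, 59.4% at 0.5, 85.3% at 1 and 95.3% at 2, and 4.30% of calls were false. A simulated list of 15 members shifted by 0.2 had a camera p under 0.05 in 20 of 20 simulations and an unshifted list in 0. These p-values were not adjusted, a looser rule than the adjustment over 15 lists used for the real lists. The simulated noise was drawn independently for each transcript. In the real lists the estimated correlation between members was 0.081 (cytosolic chaperones) to 0.654 (mitochondrial chaperones). The simulations therefore cannot show how camera with the preset correlation behaves on lists whose members vary together.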

Results

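Pathways that depend on cct3A were sought in regenerating planarians that the study describes as starved. Transcript levels at 72hR were compared between 3 libraries of cct3A(RNAi) trunks and 3 libraries of gfp(RNAi) controls. cct3A encodes a subunit of TRiC, the ring-shaped cytosolic chaperonin that folds actin, tubulin and other proteins and is built from 8 kinds of subunit. The normalised values summed to between 1004960 and 1048450 TPM in the cct3A(RNAi) libraries and between 959963 and 999939 TPM in the controls. The depth of each library is unknown, since normalised TPM values do not keep it. On the first principal component, which held 35.2% of the variance, all cct3A(RNAi) libraries lay on the opposite side from all controls.

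cct3A (dresden_comp435_c0_seq1) was at 13.6 ± 0.389 normalised TPM (SD, n = 3) in cct3A(RNAi) planarians and at 392 ± 9.35 (SD, n = 3) in controls, a decrease of 96.5%. Its level was 13.3, 13.4 and 14.0 in the cct3A(RNAi) libraries and at least 385.98 in each control. It fell by 4.80 on the log2 scale (SE 0.035, adjusted p = 9.33e-10).

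The 7 other TRiC subunits were all higher in cct3A(RNAi) planarians, by a mean of 0.16 on the log2 scale. Of these, cct6 rose from 236.97 ± 5.51 to 283.4 ± 7.90 normalised TPM (SD, n = 3), a log2 change of 0.26 (adjusted p = 0.0204). cct8A (0.20, adjusted p = 0.0392), cct2 (0.18, adjusted p = 0.0383) and cct5 (0.16, adjusted p = 0.0366) also rose. cct1A (0.13), cct7 (0.12) and cct4B (0.064) did not pass over all transcripts, and cct4B turned to -0.011 when each library was rescaled to the same sum. Adjusted over the list alone, 6 of the 7 subunits rose. The list as a whole was higher than other transcripts by camera (adjusted p = 6.49e-06), a call lost with an estimated correlation (adjusted p = 0.218). After rescaling all libraries to the same sum the mean of the list was 0.083, and only cct6 passed, whereas cct2 (adjusted p = 0.0817), cct5 (0.127) and cct8A (0.0734) did not. These 3 also missed the threshold after quantile normalisation (0.0716 to 0.0914), where the mean was 0.096, and with no filter (0.0517 to 0.0540). None of the 4 passed without a variance trend (cct6 at 0.0744), and cct7 passed with a filter at 5 TPM (0.0480). Without gfp(RNAi) replicate 1, gfp(RNAi) replicate 2 or cct3A(RNAi) replicate 1 none of the 4 single calls passed (cct6 at adjusted p = 0.0905, 0.0882 and 0.0576), and cct5 and cct8A passed in no fit that left out 1 library (highest adjusted p 0.130 and 0.132).

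Among transcripts of the UPR, the signalling that adjusts ER folding capacity to its load, xbp1, atf6 and bip-1 were lower in cct3A(RNAi) planarians. xbp1 (dresden_comp415_c0_seq1), a transcription factor of this response, decreased by 21.6%, from 494.1 ± 5.77 to 387.3 ± 12.2 normalised TPM (SD, n = 3), and fell by 0.35 on the log2 scale (SE 0.035, adjusted p = 0.00789). atf6 (dresden_comp3847_c0_seq1), an ER-anchored transcription factor, decreased by 19.1%, from 46.9 ± 0.010 to 37.9 ± 0.373 normalised TPM (SD, n = 3), and fell by 0.30 (SE 0.029, adjusted p = 0.00692). bip-1 (dresden_comp511_c0_seq1), which encodes the major ER chaperone of the HSP70 family, decreased by 17.4% and fell by 0.28 (SE 0.030, adjusted p = 0.0116). bip-2 (-0.056, adjusted p = 0.435) and bip-3b (-0.19, adjusted p = 0.539) did not pass, and bip-3a, with means of 1.04 and 0.917 normalised TPM, was below the filter. Thus 3 of the 5 tested UPR transcripts fell, and 3 fell when adjusted over the list alone. The list was lower by camera (adjusted p = 0.000127, against adjusted p = 0.218 with an estimated correlation). All 3 transcripts that fell had been brought forward by the study from these same libraries, so neither their direction nor the test of the list is independent evidence. The calls of xbp1, atf6 and bip-1 were lost without gfp(RNAi) replicate 1 (adjusted p = 0.0595, 0.0569 and 0.0694) and without gfp(RNAi) replicate 2 (0.0566, 0.0567 and 0.0644), and held in the other 4 fits that left out 1 library. Their log2 changes hardly moved, at -0.34, -0.30 and -0.28 without gfp(RNAi) replicate 1 and -0.36, -0.30 and -0.28 without gfp(RNAi) replicate 2. All 3 also missed the threshold without a variance trend (adjusted p = 0.0536, 0.0522 and 0.0624). The wider response to ER stress term, given below, did not pass as a list in the main fit (mean 0.010, camera adjusted p = 0.292).

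**Figure D1:**
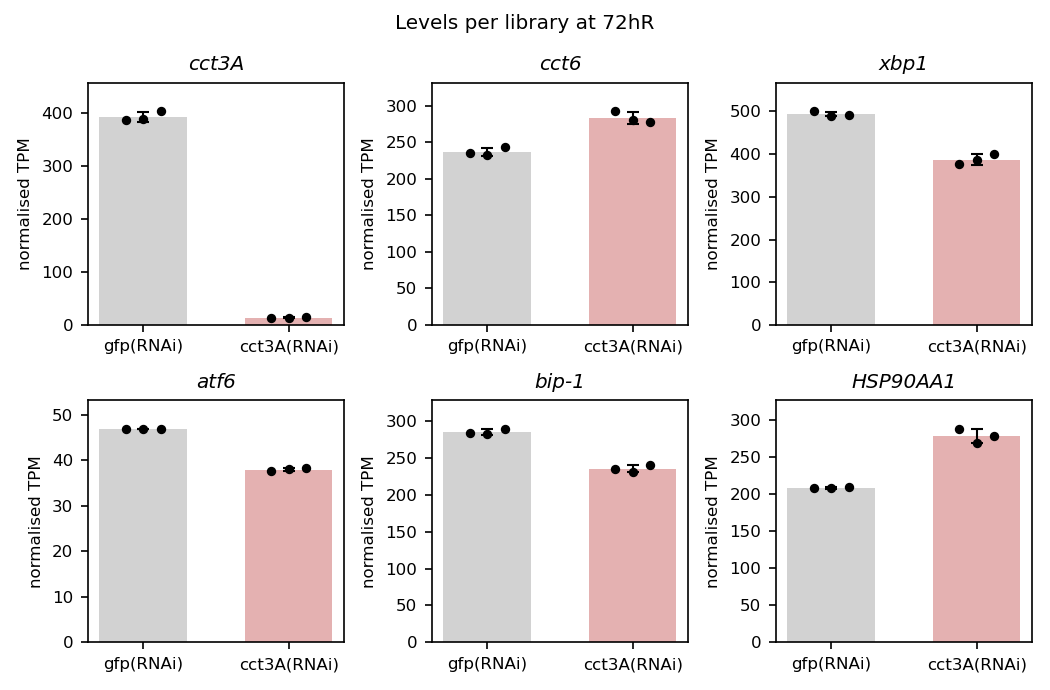
Normalised TPM (vertical axes, starting at 0) of cct3A, cct6, xbp1, atf6, bip-1 and HSP90AA1 (dresden_comp678_c0_seq1) in gfp(RNAi) and cct3A(RNAi) trunks at 72hR. Bars are means, error bars are SD, and points are the 3 libraries of each group; for xbp1, the cct3A(RNAi) libraries lie between 376.0 and 400.2 and the controls between 490.1 and 500.7.

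ER chaperones taken from the starvation tables moved in the same direction as the UPR transcripts. Of 18 tested members, 15 were below 0 and the mean log2 change was -0.099, or -0.17 after rescaling to the same sum. The 3 that fell over all transcripts were bip-1, HSP90B1, the HSP90 protein of the ER (fell by 0.24, adjusted p = 0.0281), and DNAJC3, a co-chaperone of BiP (fell by 0.18, adjusted p = 0.0434). PPIB, an ER peptidyl-prolyl isomerase, was at -0.14 (adjusted p = 0.0574) and passed after rescaling to the same sum (-0.22, adjusted p = 0.0224), after quantile normalisation (-0.19, 0.0348) and with a filter at 5 TPM (0.0426). Adjusted over the list alone, 7 members fell and 0 rose. The list was lower by camera (adjusted p = 0.000246, against adjusted p = 0.218 with an estimated correlation), and it shares 3 tested members with the UPR list. DNAJC3 passed neither with no filter (adjusted p = 0.0582) nor in any fit that left out 1 library (0.0822 to 0.126), and HSP90B1 only without cct3A(RNAi) replicate 2 (0.0486, and up to 0.0996 without gfp(RNAi) replicate 1).

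Cytosolic chaperones from the same tables moved the opposite way. Of 11 tested members, 10 were above 0, with a mean log2 change of 0.18, or 0.11 after rescaling to the same sum. HSPA8 (dresden_comp320_c0_seq1), a cytosolic HSP70, rose from 529.3 ± 25.3 to 727.3 ± 29.7 normalised TPM (SD, n = 3), a log2 change of 0.46 (adjusted p = 0.0106). HSP90AA1 (dresden_comp678_c0_seq1), a cytosolic HSP90, rose by 0.42 (adjusted p = 0.00409), and the co-chaperone DNAJB1 (0.18, adjusted p = 0.0350) and HSPA4L (0.19, adjusted p = 0.0422) rose as well. Adjusted over the list alone, 7 members rose. The list was higher by camera (adjusted p = 3.42e-06, against adjusted p = 0.204 with an estimated correlation). Several transcripts carry the name HSPA8, and reads shared between such related sequences may be divided unevenly among them. HSP90AA1 passed without each single library in turn (highest adjusted p 0.0400), whereas HSPA8 dresden_comp320_c0_seq1 did not pass without gfp(RNAi) replicate 1 (adjusted p = 0.0611) or replicate 2 (0.0644), and DNAJB1 and HSPA4L passed in none of these fits (highest adjusted p 0.128 and 0.134) nor after rescaling to the same sum (0.157 and 0.104). HSPA4L also missed the threshold after quantile normalisation (0.0580) and with no filter (0.0572).

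The lists from the starvation tables thus moved apart. The mean log2 level of the ER list minus that of the cytosolic list was 0.12 ± 0.030 (SD, n = 3) in cct3A(RNAi) libraries and 0.40 ± 0.024 (SD, n = 3) in controls. The difference between groups was -0.28 (SE 0.022), and the highest cct3A(RNAi) library (0.15) lay below the lowest control (0.38). The exact two-sided permutation test gave p = 0.10, the smallest that 3 libraries against 3 allow.

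The study also chose lists on these samples, and those counts are not independent evidence of direction. All 34 folding transcripts it listed as raised were above 0, with a mean of 0.25, and 21 rose over all transcripts, among them ACTB (dresden_comp246_c0_seq1, an actin, 0.50, adjusted p = 0.00378) and the HSP70 transcripts HSPA8 dresden_comp1459_c0_seq1 (0.49, adjusted p = 0.00382) and dresden_comp1332_c0_seq1 (0.50, adjusted p = 0.00687). HSPA8 dresden_comp1332_c0_seq1 lost its call without gfp(RNAi) replicate 1 (adjusted p = 0.0505) and without a variance trend (0.0501). All 34 passed when adjusted over the list alone, and the list was higher by camera (adjusted p = 1.19e-24, against adjusted p = 0.204 with an estimated correlation). It shares 6 members with the TRiC list and 7 with the cytosolic list. The 7 ER chaperones the study picked, of which 2 were also on the ER list from the starvation tables, were lower as a list by camera (adjusted p = 0.000447, against adjusted p = 0.218 with an estimated correlation). Of these, 4 fell and 1 rose over all transcripts, and 6 fell and 1 rose over the list alone. Those that fell over all transcripts were calr, the lectin chaperone calreticulin (fell by 0.27, adjusted p = 0.0124), the disulphide isomerases pdia13 (fell by 0.26, adjusted p = 0.0289) and pdia3 (fell by 0.75, adjusted p = 0.0415), and dnajc3. The riser was dnajb9, another ER co-chaperone (0.20, adjusted p = 0.0441). Left-out libraries ended the calls of calr (adjusted p = 0.0722 without gfp(RNAi) replicate 1 and 0.0696 without gfp(RNAi) replicate 2) and of pdia13 in all but the fit without cct3A(RNAi) replicate 2 (up to 0.111), and pdia3 passed in none of them (0.0502 to 0.116), nor with no filter (0.0586).

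Tubulins and actins, the best known clients of TRiC, were higher as a list (mean 0.25, camera adjusted p = 1.10e-06, against adjusted p = 0.218 with an estimated correlation), with a mean of 0.15 after quantile normalisation. Transcripts of like abundance had a mean of 0.080, and the list lay at the 95.9th percentile of random lists matched on abundance. Of 11 members 7 rose, and over the list alone 8 rose and 1 fell. The TUBB4B transcript dresden_comp640_c0_seq1 rose from 518.4 ± 32.8 to 779.1 ± 54.2 normalised TPM (SD, n = 3), a log2 change of 0.59 (adjusted p = 0.0114). TUBB4B dresden_comp152_c0_seq1 (0.39, adjusted p = 0.0174) and dresden_comp83_c0_seq1 (0.32, adjusted p = 0.0177) rose too, but quantile normalisation lowered these changes to 0.23, which passed, and to 0.15 (adjusted p = 0.0767), which did not. However, 8 of the 11 were also on the list of folding transcripts picked as raised, and among the 4 alpha-tubulins of the starvation tables only TUBA1A dresden_comp718_c0_seq1 rose (0.19, adjusted p = 0.0466), while TUBA1A dresden_comp2143_c0_seq1 was at -0.15 (adjusted p = 0.163) and was the 1 that fell over the list alone (adjusted p = 0.0434). Related tubulin sequences may share reads, so the level of each single copy is uncertain. The 3 named TUBB4B calls were lost without gfp(RNAi) replicate 1 (adjusted p = 0.0682, 0.0880 and 0.0905) and gfp(RNAi) replicate 2 (0.0644, 0.0820 and 0.0849), and those of dresden_comp152_c0_seq1 and dresden_comp83_c0_seq1 also without cct3A(RNAi) replicate 1 (0.0594 and 0.0621).

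**Figure D2:**
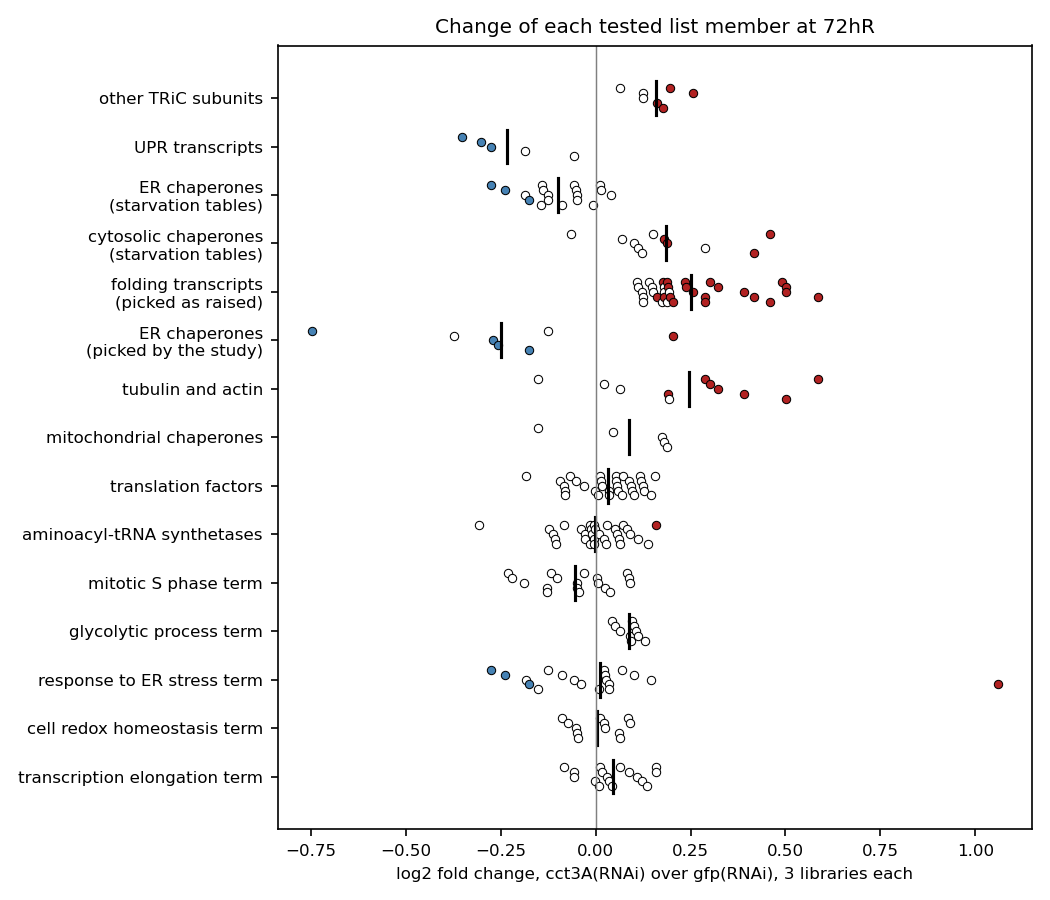
Log2 fold change (horizontal axis, cct3A(RNAi) over gfp(RNAi), 3 libraries each) of every tested member of the 15 lists, 1 row per list. Red and blue points rose and fell at an adjusted p under 0.05 over all transcripts, open points did not pass, and the black line is the mean of the list; the 7 TRiC subunits lie between 0.064 and 0.26 and the 5 UPR transcripts between -0.35 and -0.056.

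Among the other lists, transcripts of the glycolytic process term were slightly higher, with all 10 tested members above 0, a mean of 0.089 and no single call (0 rose over all transcripts and 0 over the list alone, camera adjusted p = 0.000898, against adjusted p = 0.218 with an estimated correlation, and 0.149 after quantile normalisation). After rescaling all libraries to the same sum their mean was only 0.014 (SE 0.026), within its SE of 0, although camera still gave the list as higher than other transcripts (adjusted p = 0.0384). Transcripts of like abundance outside all lists had a mean of 0.038, and the glycolytic mean lay at the 89.0th percentile of 10000 random lists matched on abundance, so it did not stand clear of them. Of 5 mitochondrial chaperones, HSPA9 (0.19, adjusted p = 0.0578), DNAJA3 (0.18, adjusted p = 0.0574) and HSPD1 dresden_comp141_c0_seq1 (0.18, adjusted p = 0.0520) passed when adjusted over the list alone, but all 3 had been picked on these libraries, and HSPD1 dresden_comp6294_c0_seq1 was at -0.15. These 3 passed over all transcripts with a filter at 5 TPM (adjusted p from 0.0352 to 0.0408), and HSPD1 dresden_comp141_c0_seq1 also with robust eBayes (0.0487). Their list passed camera narrowly (mean 0.087, adjusted p = 0.0394, against adjusted p = 0.423 with an estimated correlation) and was lost with fry (adjusted p = 0.0514), after quantile normalisation (0.241), with a filter at 5 TPM (0.0964), without a variance trend (0.0645) and without cct3A(RNAi) replicate 3 (0.0510), gfp(RNAi) replicate 1 (0.0921) or gfp(RNAi) replicate 2 (0.0637). Its mean dropped to 0.013 (SE 0.020) after rescaling to the same sum, where camera still passed (adjusted p = 0.0384), and it lay at the 71.03th percentile of random lists matched on abundance (mean 0.059). Translation factors (mean 0.031, camera adjusted p = 0.0576, 0 of 31 passed over all transcripts or over the list alone) and transcription elongation factors (mean 0.046, adjusted p = 0.0560, 0 of 17 passed in either way) did not pass as lists. Their means turned to -0.042 and -0.028 after rescaling all libraries to the same sum, and both lists passed as higher with no filter (adjusted p = 0.0231 each) and without gfp(RNAi) replicate 3 (adjusted p = 0.0138 and 0.00601), the second also without cct3A(RNAi) replicate 1 (0.0447). The translation factors with the smallest p were EIF3I (0.16, adjusted p = 0.0600), EIF2S1 dresden_comp7212_c0_seq1 (-0.18, adjusted p = 0.0927), EIF3H (0.12, adjusted p = 0.119) and EIF2B1 (0.13, adjusted p = 0.126). EIF2S1 dresden_comp7212_c0_seq1 passed after rescaling to the same sum (-0.26, adjusted p = 0.0378) and EIF3I with a filter at 5 TPM (0.0430). Of 31 tested aminoacyl-tRNA synthetases only Yars rose (0.16, adjusted p = 0.0469), and it was lost in each fit that left out 1 library (adjusted p from 0.0711 to 0.148), after rescaling to the same sum (0.203), after quantile normalisation (0.0635) and with no filter (0.0621). EARS2 was at -0.31 (adjusted p = 0.0515) and fell when adjusted over the list alone, whereas GARS dresden_comp6932_c0_seq1 (-0.12) and AARS2 (-0.11) did not pass. After rescaling to the same sum EARS2 (-0.37, adjusted p = 0.0307) and GARS dresden_comp6932_c0_seq1 (-0.20, adjusted p = 0.0427) passed. The mean and median of the synthetases were below 0 (-0.00083 and -0.0039) while camera gave them as higher, with an adjusted p of 0.745.

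The mitotic S phase term had a mean of -0.054 and no member called over all transcripts (0 of 18, 2 fell over the list alone, camera adjusted p = 0.106), and it passed after rescaling all libraries to the same sum (mean -0.13, adjusted p = 0.0213) and after quantile normalisation (adjusted p = 0.0229). cdk1, the kinase that drives entry into mitosis, was at 5.81 ± 0.509 against 6.97 ± 0.417 normalised TPM (SD, n = 3), a log2 change of -0.24 that did not pass (adjusted p = 0.105). Every cct3A(RNAi) library (5.28 to 6.29) lay below every control (6.68 to 7.45), but groups did not overlap for 31.9% of all tested transcripts. The study, with its own test of this RNA-seq, reports cdk1 as down-regulated. In the response to ER stress term, bip-1, HSP90B1 and DNAJC3 fell and 1 unnamed member rose by 1.06 (adjusted p = 0.00340), while DNAJB11 was at -0.12 (adjusted p = 0.0903) and passed after rescaling to the same sum (-0.20, adjusted p = 0.0394). Over the list alone, 6 fell and 1 rose. Its mean (0.010) and median (0.0087) were above 0 while camera gave it as lower (adjusted p = 0.292), a call that passed after rescaling all libraries to the same sum (adjusted p = 0.0490, mean -0.064) and after quantile normalisation (0.0446). The cell redox homeostasis term held no call (0 of 12 over all transcripts or over the list alone, camera adjusted p = 0.699), with P4HB dresden_comp250_c0_seq1 at -0.051, P4HB dresden_comp13521_c0_seq1 at -0.048, PDIA5 dresden_comp821_c0_seq1 at -0.089 and PDIA2 at 0.012, the last turning to -0.064 after rescaling all libraries to the same sum. P4HB dresden_comp250_c0_seq1 passed after quantile normalisation (-0.17, adjusted p = 0.0287).

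Over all 18062 tested transcripts, 321 rose and 445 fell, and most changes were small, with a median absolute log2 change of 0.29 among the 766 called. Changes of at least 1 on the log2 scale were seen for 7 that rose and 16 that fell. Among called transcripts outside the lists whose groups did not overlap, dresden_comp48003_c0_seq1 (1.19, 2.69 and 2.43 normalised TPM against 0.620, 0 and 0 in controls) and dresden_comp39372_c0_seq1 (4.77, 4.79 and 8.53 against 1.24, 2.29 and 1.20) had the largest increases. dresden_comp48003_c0_seq1 passed in none of the 4 fits that left out 1 library and still tested it (adjusted p from 0.0745 to 0.132), nor with a pseudocount of 0.1 (0.0616), no filter (0.0596) or no variance trend (0.0924). dresden_comp39372_c0_seq1 passed only without cct3A(RNAi) replicate 2 (adjusted p = 0.0418) among the 6 such fits (up to 0.102), and not without a variance trend (0.0800). Under the same limits and apart from cct3A itself, the largest decreases were in dresden_comp28318_c0_seq2, listed at 0 in all cct3A(RNAi) libraries and at 3.09, 2.13 and 1.49 in controls, and dresden_comp72736_c0_seq1, listed at 0 against 1.27, 2.34 and 2.46, whose values another transcript shared in every library. The balance of the calls depended on the scaling, with 103 risen and 1154 fallen when each library was rescaled to the same sum. Without a variance trend 22 of the 28 called named genes did not pass (adjusted p from 0.0501 to 0.111), and those that did were cct3A, ACTB dresden_comp246_c0_seq1, HSPA8 dresden_comp1459_c0_seq1, HSP90AA1 dresden_comp678_c0_seq1, dresden_comp28318_c0_seq2 and dresden_comp72736_c0_seq1. The number of calls also depended on single libraries, ranging from 24 without gfp(RNAi) replicate 1 and 30 without gfp(RNAi) replicate 2 to 489 without cct3A(RNAi) replicate 2, with 100, 115 and 136 without cct3A(RNAi) replicate 1, cct3A(RNAi) replicate 3 and gfp(RNAi) replicate 3.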

Values the study reported

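For starved cct3A(RNAi) planarians at 72hR, the study gave a decrease of 15.44% for xbp1 and of 13.55% for atf6 from RNA-seq. By qPCR on whole planarians it gave decreases of 22.15% for xbp1 and 13.88% for atf6. In stem cells of such planarians the reductions it gave were larger, at 43.22% for xbp1 and 31.58% for atf6, and bip was reduced by 40.42%.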

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

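cct3A, ACTB dresden_comp246_c0_seq1, HSPA8 dresden_comp1459_c0_seq1 and HSP90AA1 dresden_comp678_c0_seq1 kept their calls under all 16 alternatives tried for each. The lists of TRiC subunits, UPR transcripts, ER chaperones, cytosolic chaperones and raised folding transcripts kept direction and call under 16 of 17 alternatives and lost the call with an estimated correlation, at adjusted p = 0.218, 0.218, 0.218, 0.204 and 0.204, where 0 of the other 10 lists passed against 4 with the preset correlation. The larger correlation is only part of that test. With an estimated correlation camera also judges a list by the few degrees of freedom that 6 libraries leave, and not by the number of transcripts. For the cytosolic list the estimated correlation was only 0.081, so its lost call need not come from members that vary together. Robust eBayes has no step in camera and was not run for lists. The 766 changed transcripts became 314 with no filter and 1284 with a filter at 5 TPM, where more or fewer transcripts share the adjustment. They became 1257 after rescaling to the same sum and 33 without a variance trend, where the named genes called fell from 28 to 6. For the last 2 settings the cause of the change in the total was not tested. Rescaling divides the cct3A(RNAi) libraries by their higher sums. With it the median change over all tested transcripts went from 0.0034 to -0.067, and the calls turned towards falls. Leaving out 1 library gave 24 to 489 transcripts and 4 to 20 named genes, with fewer libraries in each fit, and an ER minus cytosolic difference of -0.30 to -0.25.

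Replicate numbers are shared between groups, but the deviations of same-numbered libraries correlated by only 0.047 to 0.10, with 1 of 3 pairs above 0.1, so the libraries were not treated as paired, although each of the 6 correlated best with its own number. With the replicate block 660 transcripts were called, against 766, 218 risen and 442 fallen, with 22 named genes in place of 28, and the ER minus cytosolic difference was -0.28 by construction. The mitochondrial chaperones passed no longer with the block (adjusted p = 0.0575), nor did cct5, cct8A, DNAJC3, DNAJB1, HSPA4L, Yars and dresden_comp48003_c0_seq1 (0.0551 to 0.0756), whereas HSPA9 did (0.0485).

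Directions given by the list tests or by single transcripts reversed only for results that passed in neither direction under the alternative: the synthetases with fry (adjusted p = 0.989), after rescaling (0.279) and in fits leaving out 1 library (0.516 to 0.991), redox homeostasis after rescaling (0.359), quantile normalisation (0.315) and without cct3A(RNAi) replicate 3 (0.597, in a range of 0.402 to 0.903), cct4B after rescaling (-0.011), PDIA2 after rescaling (-0.064), quantile normalisation (-0.047) and in fits leaving out 1 library (-0.036 to 0.045), and P4HB dresden_comp13521_c0_seq1 without cct3A(RNAi) replicate 2 (0.0031, in a range of -0.12 to 0.0031). After rescaling, cct4B and PDIA2 moved down with all transcripts, whose median change was -0.067 there against 0.0034. The cause of the other reversals was not tested. The means of the translation factors (-0.042), transcription elongation factors (-0.028) and ER stress term (-0.064) crossed 0 after rescaling, and that of the last also after quantile normalisation (-0.011) and without gfp(RNAi) replicate 2 (-0.0046), while camera kept their direction. Named genes other than cct3A that were called had 421 values under alternatives, of which 283 passed and 138 did not. Those not called had 366, of which 15 passed and 6 reversed. The depth of the libraries is not held in these values, so low transcripts cannot be given a detection limit.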

Other observations

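The abundance classes, the comparison with transcripts of like abundance, the test of the library sums and the test of other splits of the libraries were set after the values they concern had been seen. The tests of the scaling on the TRiC and ER lists were set before their values were read. Abundant transcripts lay higher than low ones in their change in cct3A(RNAi) planarians. Of 167 transcripts with a mean of at least 1000 normalised TPM, 85.0% were above 0 (median log2 change 0.10), 13 rose and 0 fell. Of 8823 between 1 and 10 normalised TPM, 42.4% were above 0 (median -0.036), 34 rose and 156 fell. After rescaling all libraries to the same sum the medians of these classes were 0.026 and -0.10, so their order held while both levels moved down. Transcripts of like abundance to the TRiC list, outside all lists, were also above 0, with a mean of 0.052 against 0.16. The list remained higher than they were by 0.11 (SE 0.016), at the 99.8th percentile of 10000 random lists matched on abundance, which argues against this general shift as its whole cause. The ER list was at the 0.070th percentile, the UPR list at the 0.12th and the cytosolic list at the 99.4th. Transcripts are not independent replicates, and these shares and percentiles describe the 6 libraries.

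The deposited values summed to 1026640 ± 21744 TPM in cct3A(RNAi) libraries and 974368 ± 22204 TPM in controls (SD, n = 3), 5.36% more. Plain TPM has a fixed sum, so this difference reflects the reciprocal of the size factors the authors applied and is no measure of the amount of RNA. The 100 most abundant transcripts held 34.9% and 33.6% of the sum. They may not be the whole source of the difference in the factors, since the sum outside them was still higher by 3.29% (SE 1.16).

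The rise of the TRiC subunits and the fall of the ER chaperones could have come from the size factors the authors applied. Among rescaling to the same sum, median-of-ratios scaling and quantile normalisation, the mean of the TRiC list was nearest to 0, in units of its SE, at 0.083 (SE 0.018), and that of the ER list at -0.096 (SE 0.028), both more than 2 SE from 0. The ER value came from median-of-ratios scaling, which left the list near its deposited -0.099 and so tests the authors' factors little. The ER list was at -0.17 (SE 0.0045) after rescaling to the same sum and at -0.13 (SE 0.016) after quantile normalisation. For the TRiC list these values argue against scaling as the whole cause. For the ER list they decide little, since rescaling to the same, higher cct3A(RNAi) sums could only lower it. After rescaling to the sum outside the 100 most abundant transcripts the ER list was at -0.14 (SE 0.011). That sum was also higher in cct3A(RNAi) libraries, so this step could not have brought the deposited value nearer to 0. Set against the -0.17 at equal sums, it shows only that these few transcripts account for a small part of that value. Since the lists moved in opposite directions within the same libraries (difference of ER minus cytosolic means -0.28), a hypothesis is that loss of cct3A shifts expression from ER towards cytosolic folding capacity. A change in the share of cell types was not tested in these libraries and stays open for the lists. In the study, sorted S and G2/M stem cells of starved animals held more of every somatic cct subunit than differentiated cells. xbp1 and atf6 were relatively higher in G0/G1 and differentiated cells. The study also saw extra mitotic cells and little differentiation in starved cct3A(RNAi) planarians, with loss of stem cells only late in regeneration. A larger share of such stem cells could raise the subunits and lower xbp1 and atf6. It would be likely to raise transcripts of S phase and mitosis as well, which were not higher. The mitotic S phase term had a mean of -0.054, at the 4.15th percentile of random lists matched on abundance, and cdk1 was at -0.24. Neither passed in the main fit, and levels within cells may also have changed, so these values do not exclude such a share. The values quoted from the study above include decreases of xbp1, atf6 and bip in stem cells, which cover the UPR part but not the cytosolic list. Measuring both lists after cct3A RNAi in sorted cells of 1 type could test the hypothesis, since a change in the share of types alone predicts no shift of ER against cytosolic transcripts there.

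The 6 libraries can be split in 10 ways into 3 and 3, too few for a share under 0.05. The real split, 1 of the 10, gave 766 changed transcripts, and the highest of the other splits gave 2. Each other split mixes cct3A(RNAi) and control libraries, so real differences add to the spread within its groups. Its low count is therefore no measure of what libraries without an RNAi effect would give.

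The changes of xbp1 and atf6 on the natural-log scale were -0.243 and -0.210. Read as log2 changes, these would give decreases of 15.5% and 13.5%, in place of the 21.6% and 19.1% from the group means. The first pair lies closer to the values quoted from the study above. This was computed after those values had been seen, and how they were made was not tested.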
